# Identification of DREB gene family in foxtail millet (*Setaria italica*) and analysis of its expression pattern in response to abiotic stress

**DOI:** 10.3389/fpls.2025.1552120

**Published:** 2025-04-28

**Authors:** Yanan Yang, Yun Li, Zhenqing Guo, Yuxue Zhao, Xiaoke Zhou, Yucui Han, Xiaohu Lin

**Keywords:** foxtail millet, DREB, gene family, abiotic stress, gene expression

## Abstract

Dehydration response element binding proteins (DREBs) play a vital role in transcriptional regulators in enhancing plant tolerance to abiotic stress. To investigate the biological functions of the DREB gene family (*SiDREBs*) in foxtail millet (*Setaria italica*), this study performed bioinformatics and gene expression analysis on *SiDREBs* under abiotic stress. A total of 166 family members of *SiDREBs* were identified, which were classified into six subfamilies. *SiDREBs* were unevenly distributed on nine chromosomes, and were designated as *SiDREB1*–*166* based on their chromosomal positions. Covariance analysis revealed that *SiDREBs* were much more closely related to monocotyledonous plants sorghum, maize, and rice than to dicotyledonous plants *Arabidopsis thaliana*, tomato, and soybean. Promoter *cis*-acting element analysis showed that *SiDREBs* contained stress-related *cis-*acting elements. Under saline-alkali stress, *SiDREB153* exhibited significantly different expression levels between the resistant and susceptible materials, indicating that it plays a positive regulatory role in the response of foxtail millet to saline-alkali stress. Among different abiotic stresses, the expression of *SiDREB80* increased under drought, saline-alkali, and shade stress, that of *SiDREB4/129/131* rose under saline-alkali and high temperature stress, and that of *SiDREB159* increased under herbicide and saline-alkali stress. These genes play an important role in the response of foxtail millet to stress. These findings provide a theoretical basis for further studies on the function of *SiDREBs* in response to abiotic stress.

## 1 Introduction

Under global climate change, the growth and development of plants are challenged by increasingly serious abiotic stresses, which have posed great challenges to global agricultural production (Su et al., 2023). In response to all kinds of abiotic stresses, plants have evolved a suite of complex regulatory mechanisms in the process of evolution, in which stress response transcription factors and hormone signal transduction work together to form an interconnected regulatory network (Devireddy et al., 2021). According to domains, the AP2/ERF superfamily can be split into four subfamilies, namely *AP2*, *DREB*, *ERF* and *RAV* (Sakuma et al., 2002). Although the sequence of the AP2/ERF domain is highly conserved, the DNA binding characteristics of the four subfamilies are different (Wu et al., 2022).

The dehydration response element binding (DREB) family regulates abscisic acid (ABA) by activating stress response to independent of ABA pathways through dehydration-responsive elements (DREs). DREB is considered as one of the most important gene families involved in abiotic stress response, as ABA is essential for plant growth under stress conditions (Maqsood et al., 2022). For example, it plays an important regulatory role under drought, salt, high temperature and cold stress (Ain-Ali et al., 2021). According to the domain, *SiDREBs* are divided into A1, A2, A3, A4, A5 and A6 subfamilies. It has been reported that *DREB2A* and *DREB2B* play an essential role in response to drought, salt, and high temperature stresses in the A2 subfamily of Arabidopsis (Nakashima et al., 2000; Agarwal et al., 2006). Overexpression of *DREB3A* from *Leymus chinensis* improved the drought and salt tolerance of Arabidopsis (Xianjun et al., 2011). Functional analysis of the *DREB2* gene in *Broussonetia papyrifera* showed that it is involved in drought and salt stress response (Mushtaq et al., 2021). These results indicate that the DREB gene family members contribute to resistance to abiotic stress. DREB is a polygenic family with a single conserved AP2 domain (Dietz et al., 2010). This domain is related to the defense mechanism of plants against external environmental pressure (Dietz et al., 2010). The DREB genes bind to the drought stress responsive element (DRE/CRT) under the action of seven amino acids (including one V residue, four R residues, and two W residues) (Allen et al., 1998; Mushtaq et al., 2021). Under abiotic stress, the core motif of DRE/CRT can directly interact with *DREB* genes (Vazquez-Hernandez et al., 2017). Currently, the DREB gene family member have been identified in many plants, such as *Arabidopsis thaliana* (Hwang et al., 2012), *Pennisetum glaucum*, *Fragaria ananassa*, *Nicotiana tabacum* (Agarwal et al., 2007), *Oryza sativa*, *Lactuca sativa* (Park et al., 2020), *Musa paradisiaca*, *Triticum aestivum*, *Capsicum annuum*, *Zea mays* (Liu et al., 2013), *Glycine max* (Hou et al., 2022), and *Solanum tuberosum* (Mushtaq et al., 2021).

Foxtail millet (*Setaria italica*) is one of the main food crops in northern China, as well as a typical C4 plant with the characteristics of drought and salt tolerance. It has the characteristics of environmental protection (Wang et al., 2024). Foxtail millet was domesticated from *Setaria viridis*, and is a genus belonging to the Gramineae family and is closely related to many other crops, such as *Zea mays*, *sorghum bicolor*, *Pennisetum glaucum*, *Panicum virgatum*, *Pennisetum purpureum*, and *Saccharum officinarum* (Doust et al., 2009). Foxtail millet has a small genome and a short life cycle (Muthamilarasan and Prasad, 2015), and is a good model crop for studying stress response and gene function (Bennetzen et al., 2012). In this study, we carried out a comprehensive bioinformatics analysis of *SiDREBs* in terms of gene family member identification, chromosome location, gene structure, phylogeny, gene tissue expression specificity, and abiotic stress response, providing a gist for further gene function study.

## 2 Materials and methods

### 2.1 Test materials and saline-alkali stress treatment

In this study, the salt-tolerant foxtail millet variety JK3 and the salt-sensitive B175 screened by our research group were used as experimental materials. Foxtail millet seedlings were grown in incubators. After NaCLO disinfection, the seeds were flushed with distilled water, soaked in distilled water and cultured for 24 h, sown, and placed in artificial climate tank (Day/night duration: 12h/12h; Day/night temperature: 28°C/22°C; Humidity: 65%). The seedlings were cultured to three leaves and one heart, and treated with 75% artificial seawater (the salinity of the original seawater is 2.7%.) taken from the Bohai Sea area of Qinhuangdao Port, Hebei Province for saline-alkali stress. The same volume of distilled water was used as the control treatment. The second and third leaves of millet treated for 0 h, 12 h and 24 h were sampled, immediately frozen in liquid nitrogen, and stored at –80°C for RNA extraction. Each treatment had three biological replicates.

### 2.2 Identification of *SiDREB* family members and analysis of their protein physicochemical properties

The fasta. and Gff3. files of *Setaria italica* were downloaded from the Phytozome database(Phytozome (doe.gov). The protein sequence of Arabidopsis DREB gene family was downloaded from NCBI database(National Center for Biotechnology Information (nih.gov). The candidate genes of *SiDREBs* were screened by blast comparison with the total protein sequence of foxtail millet using TBtools software. Also, the hmm. file (PF00847) was downloaded from the Pfam database (http://pfam.xfam.org/). The candidate genes identified by the two methods were intersected to screen the members of the *SiDREB* family. The SMART database (http://smart.embl-heidelcbi.nlm.ni and InterPro database (InterPro (ebi.ac.uk)) were used to validate and eliminate incomplete conserved domain sequences. Finally, *SiDREBs* were determined.

The physicochemical properties of *SiDREBs* by Expasy (ProtParam-SIB Swiss Institute of Bioinformatics| Expasy). SignaIP 4.1 Server (http://www.cbs.dtu.dk/services/SignalP-4.1/)) was used to analyze the signal peptide of DREB protein. The transmembrane region of DREB protein was analyzed by TMHMM (http://www.cbs.etu.dk//cgi-bin/). The subcellular localization of DREB protein sequences was predicted by WoLF PSORT (https://wolfpsort.hgc.jp/).

### 2.3 Phylogenetic tree construction, gene structure and conserved motif analysis of *SiDREBs*

Protein sequences of DREB gene family in Arabidopsis and rice were downloaded from NCBI database. MEGA11 was used to compare 166 DREB protein sequences of foxtail millet, 57 DREB protein sequences of rice and 57 DREB protein sequences of Arabidopsis. Neighbor-joining method (NJ) was used to construct the phylogenetic tree. Landscaping of the phylogenetic tree was completed using the online tool ITOL (https://itol.embl.de/)). They were designated as *SiDREB1*~*166* according to their chromosomal positions.

The gene structure, conserved domains, and conserved motifs of SiDREBs were analyzed by TBtools and the results were visualized.

### 2.4 Chromosomal localization, gene duplication, and collinearity analysis of *SiDREBs*

According to the annotation information of foxtail millet genome, the location information of the chromosomes of *SiDREB* family members was obtained. To learn more about *SiDREBs* evolution, we selected the dicotyledonous representative species Arabidopsis, soybean, and tomato, and the monocotyledonous representative species rice, maize, and sorghum to align with the genome sequence of foxtail millet, respectively. Collinear relationships between millet and these species were obtained, and the collinearity map between species was drawn by TBtools. Finally, DNA SP V5.0 was used to calculate and analyze nonsynonymous (Ka) and synonymous substitution (Ks), and the selection pressure was analyzed according to the value of Ka/Ks. The genome and annotation information of all species except Arabidopsis was obtained from the Phytozome database.

### 2.5 Prediction of *cis*-acting elements in the promoter region of *SiDREBs*

The 2000-bp upstream sequence of the identified *SiDREBs* was submitted to the PlantCARE (http://bioinfor-matics.psb.ugent.be/webtools/plantcare/html/) website to analyze the *cis*-acting elements in the promoter region.

### 2.6 GO and KEGG enrichment analysis of *SiDREBs*

Based on the previous transcriptome data of the research group, GO and KEGG files were analyzed using the OUYI platform ((oebiotech.com).). Get gene function annotation file.

### 2.7 Analysis of the expression patterns of *SiDREBs* in different tissues

The expression data of *SiDREBs* in different tissues at different stages were obtained from Phytozome database and submitted to TBtools software to analyze and draw the tissue-specific expression heat map of DREB family genes.

### 2.8 Interaction network analysis of SiDREBs

The protein interaction network was constructed by STRING. (https://string-db.org/). The maximum number of interactors was set to five to predict the protein function of *SiDREBs*. Secondary and tertiary structures were predicted using SOPMA (http://npsa-pbil.ibcp.fr/cgibin/npsa_automat.pl?page=npsa_sopma.html) and SWISS-MODEL (https://swissmodel.expasy.org/).

### 2.9 Expression analysis of *SiDREBs* under different abiotic stresses

Based on previous transcriptome data of foxtail millet under saline-alkali stress at 0, 12 and 24 h, the absolute value of Log2 FC greater than 1 was used as the standard (Zhang et al., 2023), and the differentially expressed genes (DEGs) were screened. The transcriptome sequencing data of millet leaves under high temperature stress (PRJNA756390) (Huang et al., 2021), drought stress (PRJEB21225) (Tang et al., 2017), shade stress (PRJNA772942) (Liu et al., 2022), and herbicide stress (PRJNA751769) (Sun et al., 2022) were retrieved and downloaded from the NCBI database. The plugin of TBtools was used to obtain the gene expression quantity and to construct the expression heat map of *SiDREBs* in abiotic stress response.

## 3 Results

### 3.1 Member identification and physicochemical property analysis of *SiDREBs*

By comparing the DREB protein sequences of Arabidopsis and foxtail millet with Blast, combined with the results of HMM identification, the conserved domain identification of the obtained *SiDREBs* was carried out, and finally 166 *SiDREBs* were determined (**Supplementary Table S1**). According to the chromosomal positions of *SiDREBs*, they were re-named as *SiDREB1*–*166*. The physicochemical properties of SiDREB proteins were analyzed. The amino acid (aa) length was 83 aa (SiDREB136) to 698 aa (SiDREB102), and the molecular weight was 9513.65–72864.45 Da. The PI of SiDREBs ranged from 4.45 (SiDREB121) to 11.72 (SiDREB116), and the PI of most SiDREBs was lower than 7, indicating that most SiDREBs are rich in acidic amino acids and are acidic proteins. The instability index of SiDREBs ranged from 34.62 (SiDREB149) to 86.46 (SiDREB72), and only a small number of members had an instability index lower than 40, indicating that the proteins are mostly unstable proteins. The lipid solubility index (AI) ranged from 45.95 (SiDREB7) to 86.46 (SiDREB72). Prediction of the hydrophilicity and hydrophobicity revealed that only one member, SiDREB115, had a hydrophilicity coefficient (GRAVY) greater than 0, indicating that it is a hydrophobic protein, while the remaining proteins are hydrophilic. The subcellular localization results showed that 112 SiDREBs were located in the nucleus, and the remaining members were located in chloroplast (43), cytoplasm (9), mitochondria (9), vacuole (1) and extracellular matrix (1). Prediction of signal peptide and transmembrane region showed that SiDREBs had no signal peptide, while only SiDREB97 and SiDREB130 had the transmembrane region. These results suggested that the family proteins could not guide the transmembrane transport of proteins.

### 3.2 Phylogenetic tree, gene structure, and conserved motif analysis of *SiDREBs*

In order to analyze the evolutionary pattern of *SiDREBs*, the 166 protein sequences of SiDREBs identified in this study were combined with the DREB protein sequences of Arabidopsis (57) and rice (57) to construct phylogenetic trees (**Figure 1**). *SiDREBs* were separated into six subfamilies (A1–A6). A2 was the largest subfamily with 118 members, and A3 was the smallest subfamily with only two members. These results indicated that various subfamilies might perform distinct roles.

**Figure 1:**
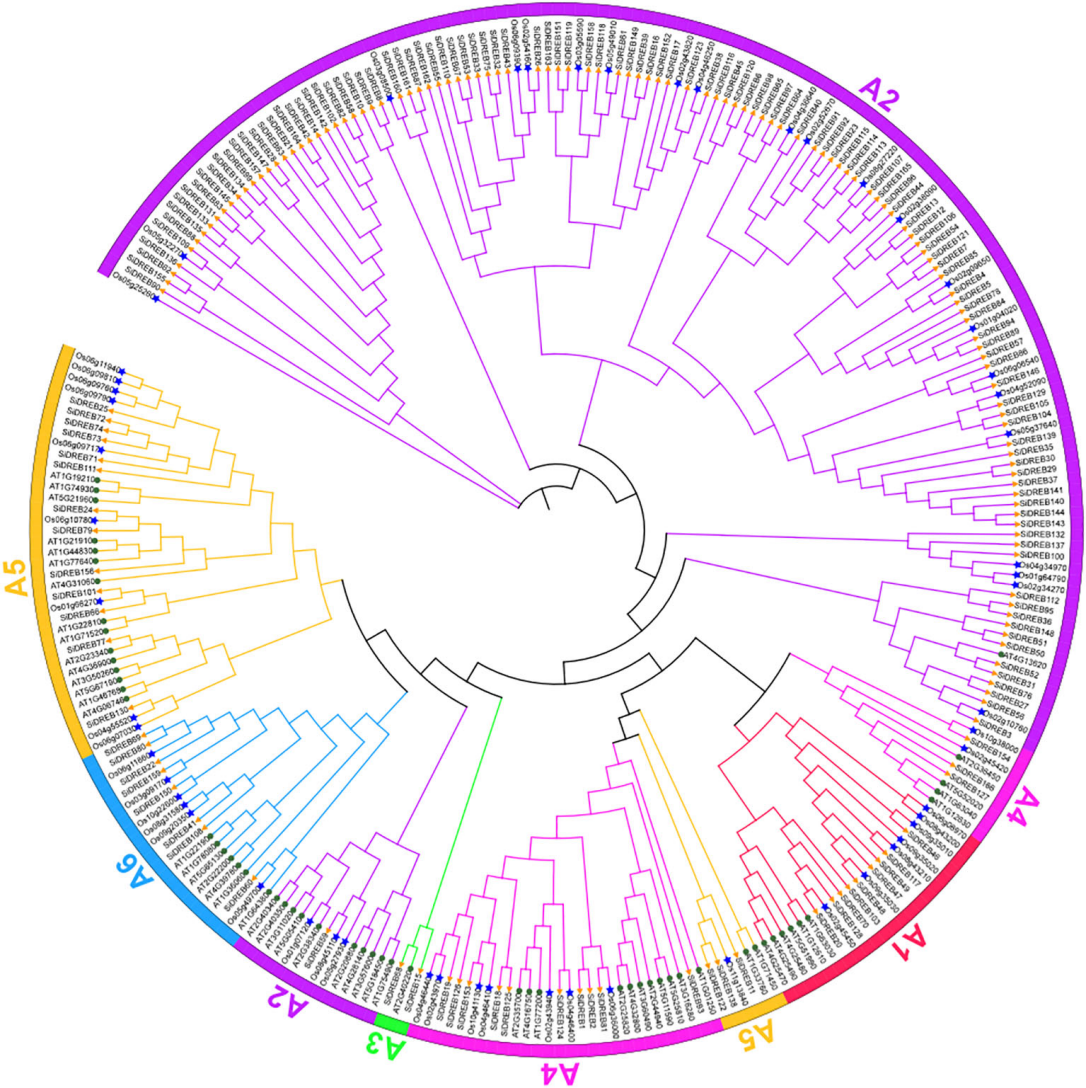
Phylogenetic tree of DREB gene family in foxtail millet, rice and Arabidopsis. There are 57 *AtDREBs.* (circles), 57 *OsDREBs* (asterisk), and 166 *SiDREBs* (triangle). The different colored branches represent different subfamilies.

Tbtools was used to predict the conserved domain, conserved motifs, and gene structure of *SiDREBs*, and 10 conserved motifs of *SiDREBs* were identified by MEME (**Supplementary Figure S1A**). The quantity of motifs varied throughout subfamilies, and the motifs of members in the same subfamily were similar. Among them, *SiDREB69* did not contain motif 1, while *SiDREB136* had no motif 2, and the remaining genes all contained motif 1 and motif 2, indicating that *SiDREBs* are highly conserved. Motif 3 was located in the N-terminal DREB domain, while motif 4 and motif 9 were located in the C-terminal DREB domain. Most *SiDREBs* in a given subfamily had a very similar arrangement and number of conserved motifs, indicating that these genes were conserved during evolution with relatively conserved functions.

The structure of *SiDREBs* gene was further analyzed. The results showed that most of the *SIDREBs* genes were broken genes (**Supplementary Figure S1B**). Most *SiDREB* genes had no introns, but the number of introns in the A2 subfamily could reach up to 9, which is similar to the distribution ratio of exons. Members of different subfamilies showed diverse numbers and locations of exons and introns. Members of the same subfamily had relatively conserved location of exons and introns, that could be caused by the members of the same subfamily’s tight evolutionary relationships.

### 3.3 Chromosome localization, gene replication, and collinearity analysis of *SiDREBs*

The chromosomal localization of *SiDREBs* was determined by using TBtools tool mapping (**Figure 2A**). The 166 *SiDREBs* were unevenly distributed on nine chromosomes, among which chromosome 1 had the greatest number of genes (27 genes), and chromosome 8 had the fewest genes (11 genes). In addition, 21 pairs of homologous genes were identified to be involved in fragment duplication, accounting for 23% of the total. 

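In the annotation used for the expression data, the number before the G in a gene identifier is the chromosome, as in Seita.1G027000 for SiDREB1 and Seita.9G323300 for SiDREB153. Counted in this way over the 166 identifiers of Supplementary Table S1, chromosome 2 held 28 SiDREBs and chromosome 1 held 27. Chromosome 9 held 22 SiDREBs, chromosome 5 held 18 and chromosome 4 held 16. Chromosomes 6 and 7 held 15 each, chromosome 3 held 14 and chromosome 8 held 11. Of the genes on chromosome 1, 24 were listed in the leaf expression table of the saline-alkali experiment, against 20 of those on chromosome 2. Only 7 of the 15 genes on chromosome 6 were listed there. Start and end positions were not used here, because the table of RefSeq genes at hand matched 0 of the 166 identifiers.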

The results suggested that these genes may be formed by replicating large segments of chromosomes (**Figure 2B**).

**Figure 2:**
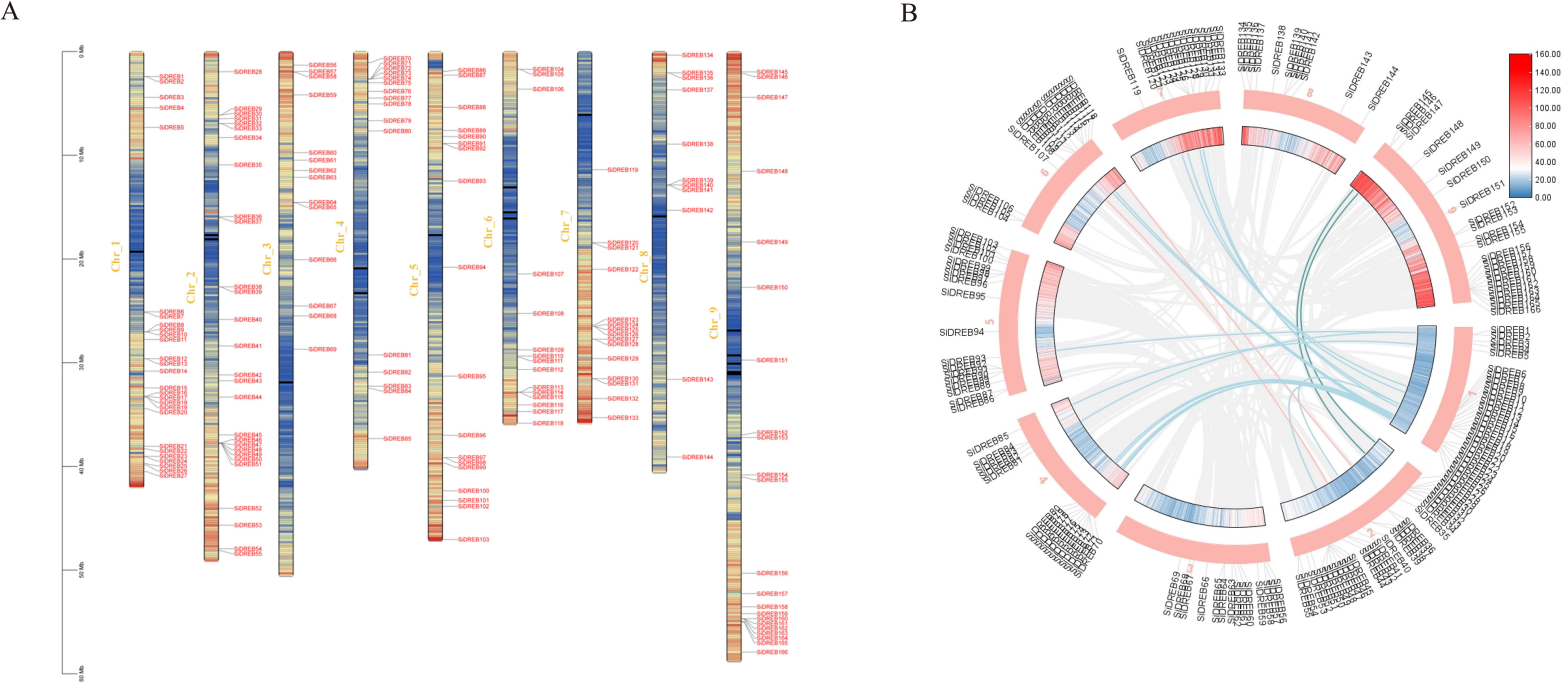
Chromosome localization and inter-chromosomal synthetic region analysis of *SiDREBs*. **(A)** The various colors of the inner ring represent the gene density of the chromosome (from blue to red), **(B)** The blue, pink and green lines represent the repeated gene pairs of foxtail millet.

In order to further study the phylogenetic mechanism of *SiDREBs*, we analyzed the collinear diagram of foxtail millet and six representative species (three dicots: Arabidopsis, soybean and tomato; three monocots: rice, maize and sorghum) (**Figure 3**). In terms of homologous genes of *SiDREBs* with other species, sorghum had the most homologous genes (130 pairs), followed by rice (129 pairs), maize (124 pairs), soybean (100 pairs), tomato (38 pairs), and Arabidopsis (24 pairs). There was no collinear gene between foxtail millet chromosome 8 and dicotyledonous plants. In addition, *SiDREB80/120/127/128/153/159* had homologous genes with these six plants. These results indicated that these genes might have existed earlier to the differentiation of plants. To better understand the evolutionary process of *SiDREBs*, the Ka, Ks, and Ka/Ks values of the repeated gene pairs were calculated (**Supplementary Table S2**). The results demonstrated that the Ka/Ks ratios of all gene pairs ranged from 0.2 to 0.9, which were all below 1, indicating that the evolution of *SiDREBs* was affected by strong purification selection, and the gene function tends to be conserved.

**Figure 3:**
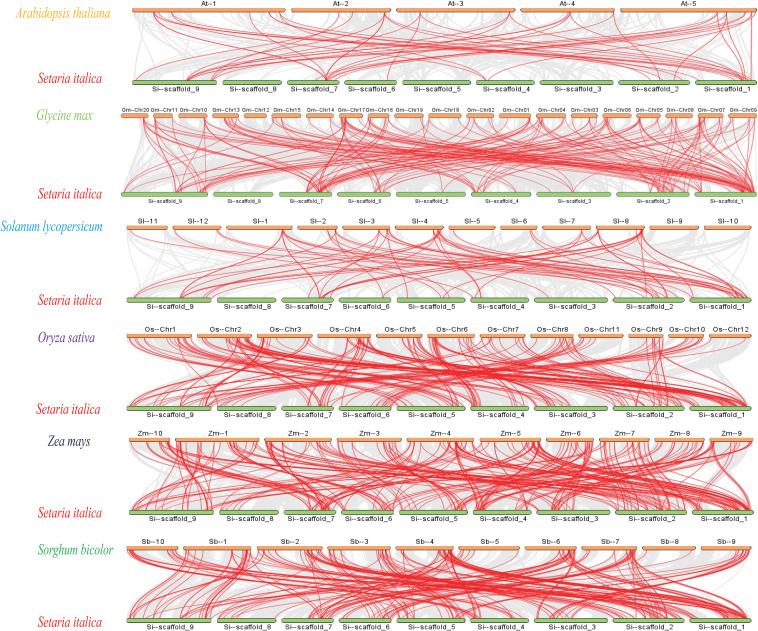
Analysis of DREB genes among foxtail millet, Arabidopsis, tomato, sorghum, soybean, rice and maize. Gray lines represent the collinear relationship between foxtail millet and six other species and red lines represent collinear DREB gene pairs.

### 3.4 Analysis of *cis*-acting elements in the promoter region of *SiDREBs*

In order to study the regulation of *SiDREBs*, we forecasted and analyzed the *cis*-acting elements in their promoter region (**Figure 4**). The *cis*-acting elements of the family members could be mainly split into four categories in the light of the functional annotation. The first category included light-responsive elements; the second category comprised hormone-responsive elements such as auxin and gibberellin. The third category included stress-responsive elements, such as low temperature responsive elements. The fourth category included *cis*-acting elements related to growth and development, such as meristem or endosperm expression. Different *SiDREB* members contained different types of *cis*-acting elements, but all members had light-responsive elements. Among all *SiDREBs*, 77 members contained low temperature responsive elements and 42 members had defense and stress responsive elements; suggesting that *SiDREBs* could be crucial for the response to abiotic stress. *SiDREB79* and *SiDREB70* harbored the most stress responsive elements, indicating that these two genes may play an important regulatory role in plant stress response.

**Figure 4:**
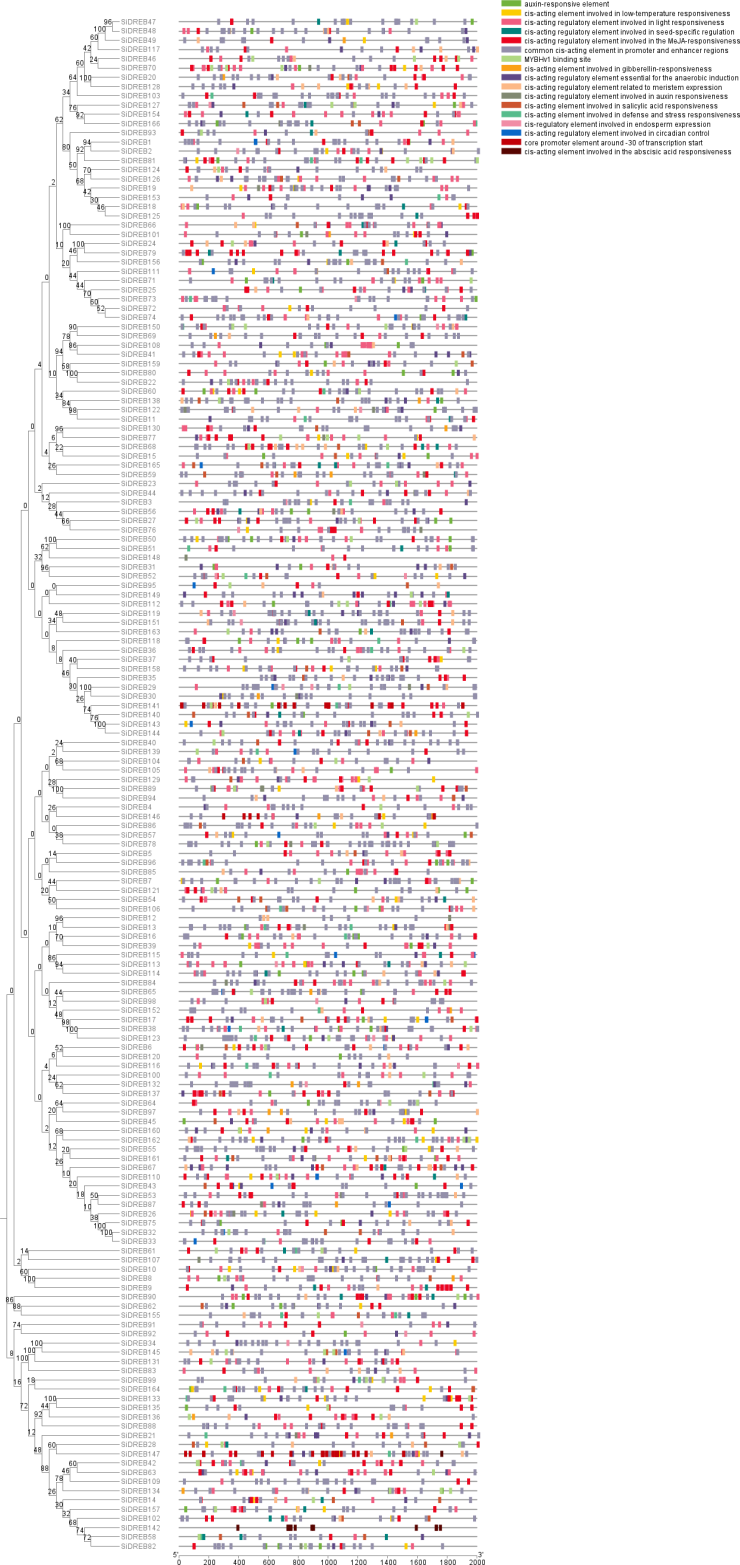
*Cis*-acting element analysis of *SiDREB* promoter regions. Various colored blocks stand for various *cis*-acting elements.

### 3.5 Go and KEGG enrichment analysis of *SiDREBs*

The GO enrichment analysis of *SiDREB* genes showed that 47, 2 and 5 GO entries were enriched in biological processes, cellular components, and molecular functions, respectively (**Figure 5A**). In terms of biological processes, *SiDREBs* were mainly enriched in ethylene-activated signaling pathways and positive regulation of DNA-templated transcription. In terms of cell components, *SiDREBs* were mainly enriched in nucleus. In terms of molecular functions, *SiDREBs* were mainly enriched in DNA-binding transcription factor activity, and DNA binding. (**Figure 5B**).

**Figure 5:**
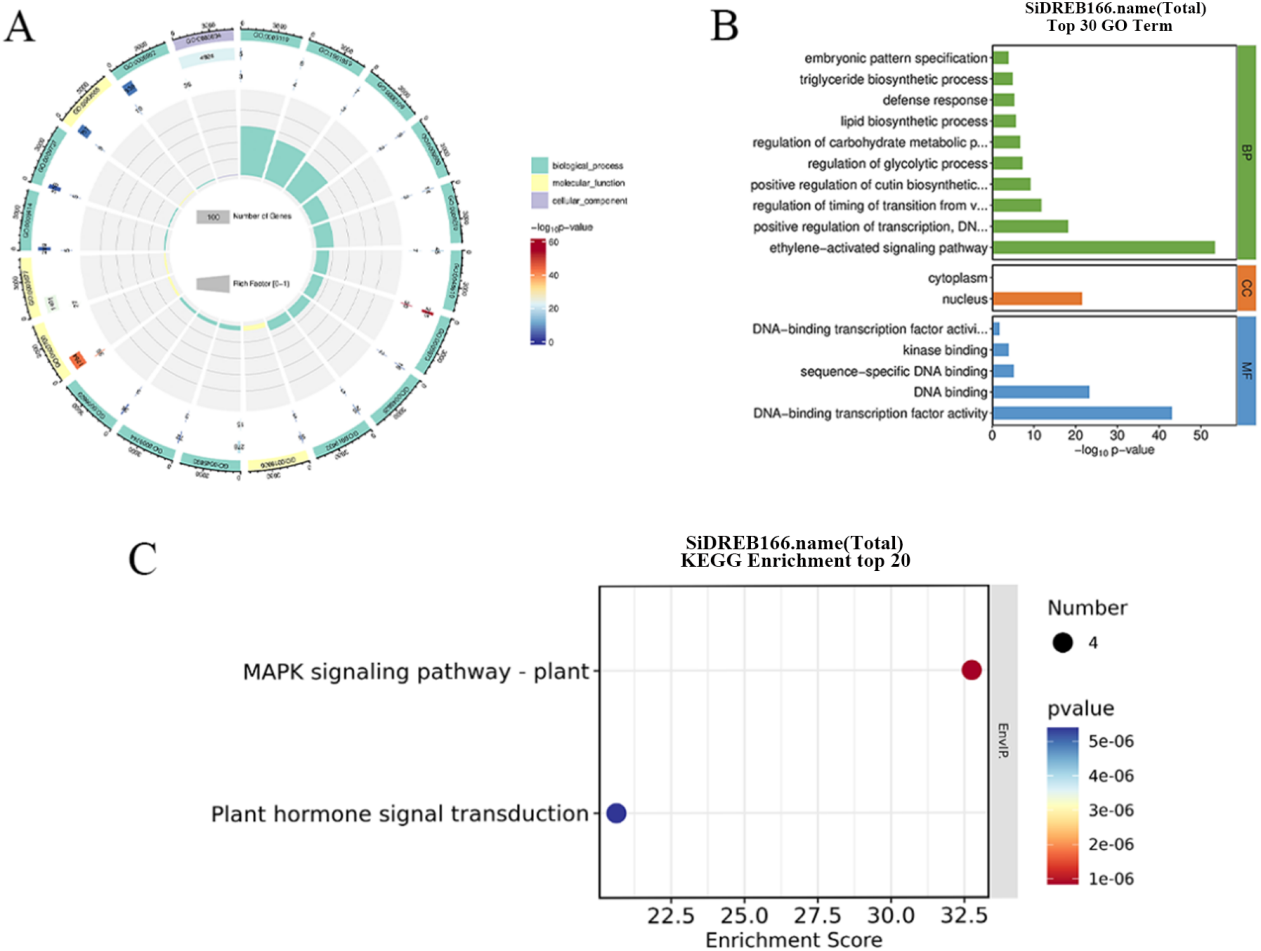
GO and KEGG enrichment analysis of *SiDREBs*. **(A)** Circus plot of GO enrichment analysis of 166 *SiDREBs* (all GO terms). **(B)** Histoplot of GO enrichment analysis of 166 *SiDREB* genes (top 30 enrichment items). **(C)** KEGG enrichment analysis scatter plot of 166 *SiDREBs* (top 20 enrichment terms).

KEGG pathway enrichment analysis of *SiDREBs* showed that four genes (*SiDREB37/139/141/158*) were significantly enriched in two pathways, including the MAPK signaling pathway and hormone signal transduction pathway (**Figure 5C**).

### 3.6 Expression analysis of *SiDREBs* in different tissues

To further understand the expression pattern of DREB, the expression profiles of *SiDREBs* in leaves, roots, shoots, and panicles were constructed by using the RNA-seq data of foxtail millet in Phytozome database. According to cluster analysis, *SiDREBs* were divided into four main branches, and most of the genes were highly expressed in leaves, shoots, roots, and panicles, respectively. The genes of the first branch were highly expressed in leaves (**Figure 6A**). Most of the genes in the second branch were highly expressed in roots, shoots, and panicles, suggesting that the growth and development of foxtail millet are significantly influenced by these genes (**Figure 6B**). The genes of the third branch were highly expressed in roots and lowly expressed in shoots, indicating that these genes have strong specificity (**Figure 6C**). The genes of the fourth branch were highly expressed in the panicle, indicating that the development of panicles depends critically on these genes (**Figure 6D**).

**Figure 6:**
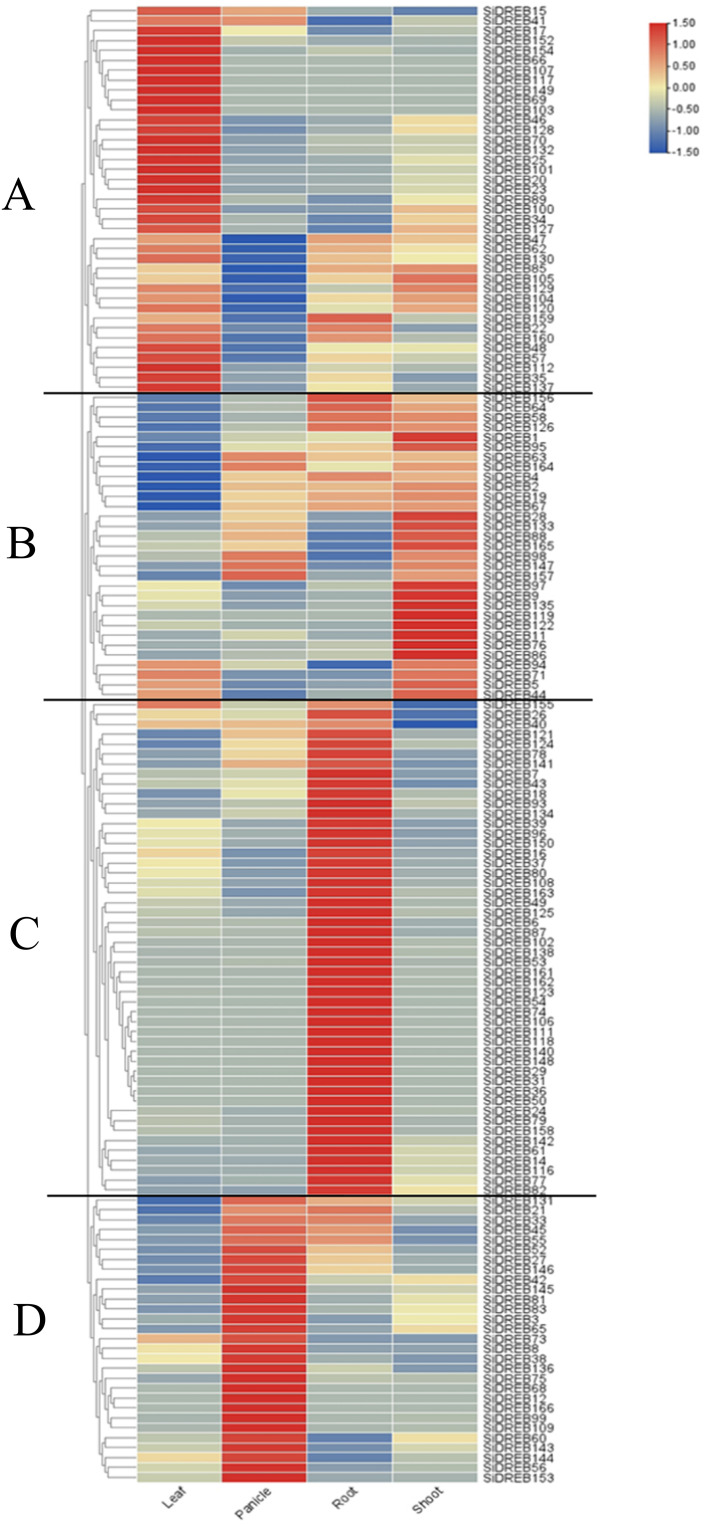
Tissue expression profiles of *SiDREBs*. The expression patterns of 166 *SiDREBs* in leaves, panicles, roots and shoots of foxtail millet. *SiDREBs* were divided into four branches (**A–D** represents the first, second, third and fourth branches respectively). The blocks that are blue and red stand for down and up, respectively.

### 3.7 Prediction of SiDREB-interacting proteins and analysis of protein secondary and tertiary structure

Protein-protein interaction network can help predict functional orthologous proteins in sequence homology clusters, which has important significance for studying gene interaction and regulatory relationships. Therefore, we used the STRING online database to analyze the protein interactions of SiDREBs (**Figure 7**). There were a large number of interactions between different DREB proteins in the whole regulatory network. SiDREB131 and SiDREB34 had nine and eight interacting proteins, respectively, suggesting that these two proteins may be core proteins of SiDREBs. We also found that Si000009m interacted with the largest number of proteins (11 SiDREBs proteins), all of which belonged to the A2 subfamily. Therefore, we speculate that the function of members in this subfamily may be highly correlated with each other.

**Figure 7:**
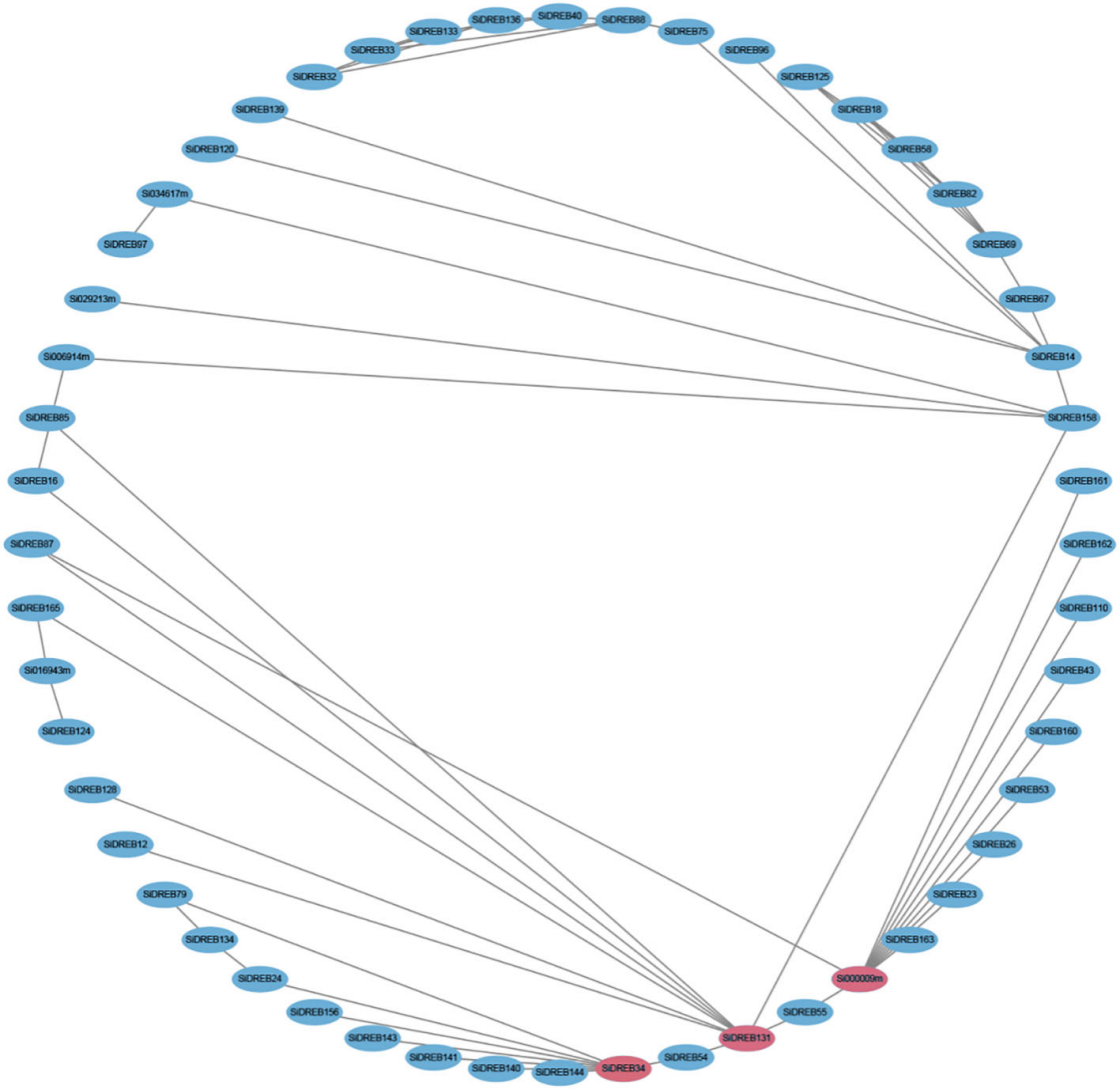
Prediction network of protein interactions for SiDREBs. Each node represents a protein, and each edge represents an interaction. The protein with the most frequent interactions is highlighted with red.

The secondary structure of 47 DREB gene family members in foxtail millet was further analyzed by SOPMA online software (**Supplementary Figure S2**). The results showed that all the predicted family members had α-helix, random coil, and extended chain, but β-turn was not found. α-helix and random coil were dominant in the secondary structure of SiDREB proteins. SWISS-MODEL was further used to analyze the protein tertiary structure of these members (**Supplementary Figure S3**). The results showed that the tertiary structure of 47 SiDREBs proteins was mainly composed of random coils, and the spatial structure of 47 SiDREB proteins was highly similar. Therefore, it can be speculated that the functions of these proteins are similar and closely related.

### 3.8 Expression analysis of *SiDREBs* under different abiotic stress

In order to study the role of *SiDREBs* in responses to abiotic stresses in foxtail millet, we carried out *SiDREB* expression analysis, and constructed the expression heat map of SiDREBs under different abiotic stresses. 

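Transcriptomes were sequenced from leaves of seedlings of the salt-sensitive variety B175 and the salt-tolerant variety JK3, taken at 0, 12 and 24 h of treatment with 75% artificial seawater. Each of the 6 groups (B0, B12, B24, J0, J12 and J24) had 3 libraries, 18 in all. The authors deposited FPKM (fragments mapped to a gene, divided by its length and by the mapped fragments of the library) for 29108 genes under Phytozome v2.2 identifiers, and the paper and the sample records do not name the aligner or the counting program. In all 29108 genes the values of the 18 libraries were whole multiples of a common step, so the number of fragments behind each value was recovered, at least to a factor common to all libraries of a gene. Between 34738627 and 38798886 fragments per library were counted on genes. The group medians were 38129528 in B0, 37941931 in B12, 36444843 in B24, 38276936 in J0, 38211883 in J12 and 38484253 in J24. The gene length implied by the FPKM was a whole number for 98.1% of the genes, and 96.6% of these lengths were a multiple of 3, as for coding sequences. FPKM divides by the mapped fragments of each library and does not correct for a few genes taking a large part of it. The 100 most abundant genes took 26.4% to 29.3% of the fragments in B0 and 22.3% to 25.6% in J0, but 13.5% to 13.7% in B12 and 12.8% to 13.4% in J12. Correlations between the log2(FPKM + 1) values of libraries of the same group ranged from 0.954 to 0.991 across genes. The lowest were those of B175 replicate 2 at 24 h with the other libraries of B24. None of the 18 pairs of libraries of the same group held the same values within counting error.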

In order to verify the function of *SiDREBs* under saline-alkali stress, we used the gene expression data in B175 (susceptible) and JK3 (resistant) varieties obtained at 0, 12 and 24 h under saline-alkali stress to analyze the expression of *SiDREB* genes. 

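The expression table listed 128 of the 166 SiDREBs of Supplementary Table S1; the other 38 were not analysed here. Every listed gene had an FPKM above 0 in at least 1 library, and 79 had one in all 18 libraries. The median of the mean FPKM over the 18 libraries was 3.40, and the highest mean was 507.8 for SiDREB22 (Seita.1G323500). At the low end, 26 SiDREBs had a mean FPKM under 0.1, and 12 rested on fewer than 10 fragments over all 18 libraries together. SiDREB7 was detected by 3 fragments and SiDREB11 by 1, examples chosen after their values were seen. With a mean FPKM of at least 0.1 in at least 1 group as the limit, 113 SiDREBs were detected, and with a mean FPKM of at least 1, 87. An FPKM above 0 in all 3 libraries of at least 1 group was found for 104 SiDREBs.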

The expression of a total of 128 *SiDREBs* was detected (**Figure 8A**, **Supplementary Table S3**). 

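In B175, 123 SiDREBs had an FPKM above 0 in at least 1 library. The mean FPKM was highest at 0 h for 41 of them, at 12 h for 43 and at 24 h for 39. In JK3, where 126 SiDREBs were above 0, the mean was highest at 0 h for 24, at 12 h for 70 and at 24 h for 32. The FPKM were then scaled between libraries by the median ratio to the geometric mean of each gene. In B175 the numbers highest at 0, 12 and 24 h became 50, 33 and 40, so the most frequent time moved to 0 h. In JK3 they became 35, 52 and 39. Without scaling and with each library left out in turn, the numbers highest at 12 h were between 41 and 47 in B175 and between 66 and 73 in JK3. The scaling and the leaving out of libraries were added for these counts after the data had been seen, and the counts come from group means without a test.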

The expression patterns of these 128 genes at different time points were analyzed (**Supplementary Table S3**, **Supplementary Figure S4**). We further screened the DEGs in 12 h *vs* 0 h and 24 h *vs* 12 h in B175 and JK3, respectively (**Supplementary Table S3**). 

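DEGs were called here with limma on log2(FPKM + 1), with all 18 libraries in one fit of 6 groups, over the 23824 genes with a mean FPKM of at least 0.1, of which 102 were SiDREBs. A gene was called when its log2 fold change was above 1 or below -1 and its adjusted p (limma with Benjamini-Hochberg adjustment over all genes tested) was under 0.05. Fold changes are on the log2(FPKM + 1) scale and understate the change of low genes. Over all genes, 9015 DEGs were called in B12 vs B0 (6677 up-regulated and 2338 down-regulated) and 6345 in B24 vs B12 (1873 and 4472). In JK3, 7533 DEGs were called in J12 vs J0 (5706 up-regulated and 1827 down-regulated) and 6199 in J24 vs J12 (1738 and 4461). The median log2 fold change of all genes was 0.43 in B12 vs B0, -0.31 in B24 vs B12, 0.37 in J12 vs J0 and -0.34 in J24 vs J12. Median-ratio scaling of the FPKM brought these medians to 0.05, -0.03, 0.06 and -0.04, and the DEGs to 3897 up-regulated and 3631 down-regulated in B12 vs B0, 2605 and 2640 in B24 vs B12, 3349 and 2735 in J12 vs J0, and 2487 and 2534 in J24 vs J12. With the replicate number as a block, 9017, 6344, 7542 and 6214 DEGs were called in the 4 comparisons in the same order. The mean correlations of the deviations of same-numbered libraries from their group means, across genes, were 0.07 in B12 vs B0, -0.06 in J12 vs J0 and 0.07 in J24 vs J12.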

The results showed that there were 47 DEGs (16 up-regulated and 31 down-regulated) in B12 *vs* B0 comparison. 

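In the 3 B12 and 3 B0 libraries, 38 of the 102 tested SiDREBs were called, 21 up-regulated and 17 down-regulated. Median-ratio scaling also gave 38 calls, of which 30 were shared, but split them into 13 up-regulated and 25 down-regulated. With the replicate block 39 were called, and with the adjustment over the tested SiDREBs alone 36. The ratio of mean fragments scaled within the comparison, without a test and chosen after the data had been seen, moved the count most, to 59. Leaving out each library in turn gave 27 to 39 DEGs. Among the called genes whose groups did not overlap, SiDREB137 (Seita.8G046300) rose most, with a log2 fold change of 4.57 (standard error 0.49, adjusted p = 7.56e-07 from limma), followed by SiDREB93 at 3.71 (standard error 0.37, adjusted p = 3.01e-07) and SiDREB34 at 3.49 (standard error 0.25, adjusted p = 1.09e-08). SiDREB112 fell most, with a log2 fold change of -3.15 (standard error 0.67, adjusted p = 0.000695), followed by SiDREB128 at -2.59 (standard error 0.88, adjusted p = 0.0179) and SiDREB20 at -2.58 (standard error 0.56, adjusted p = 0.000874). The fall of SiDREB128 went down to -1.38 over the settings and the fits that each left out 1 library. Its adjusted p reached 0.125, so this call was not stable. SiDREB128 and SiDREB20 are segmental partners in Supplementary Table S2, and both fell. The partners of SiDREB93, SiDREB34 and SiDREB112 were not called. They were SiDREB2 with a log2 fold change of -0.89 (adjusted p = 0.0385), SiDREB145 with -0.15 (adjusted p = 0.499) and SiDREB23, which rose without passing the test (adjusted p = 0.175).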

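Between 12 and 24 h in B175, 21 SiDREBs were called, 6 up-regulated and 15 down-regulated. After median-ratio scaling 22 were called, 10 up-regulated and 12 down-regulated, and 18 of them were shared. Same-numbered libraries deviated together more here than in the other comparisons made in the paper (mean correlation 0.18), and the fit with the replicate block called 21 SiDREBs, the same genes as the fit without it. Of the called genes with no overlap between groups, SiDREB159 rose most, with a log2 fold change of 1.91 (standard error 0.64, adjusted p = 0.0214 from limma). It was followed by SiDREB154 and SiDREB162, with 1.74 (standard error 0.35, adjusted p = 0.000662) and 1.65 (standard error 0.37, adjusted p = 0.00151). SiDREB34 showed the largest decrease, at -3.16 (standard error 0.25, adjusted p = 5.52e-08). The next were SiDREB163 at -2.45 (standard error 0.33, adjusted p = 1.37e-05) and SiDREB87 at -2.36 (standard error 0.35, adjusted p = 3.99e-05). SiDREB161, the tandem partner of SiDREB162, changed in the other direction (-1.06, standard error 0.23, adjusted p = 0.00137). Reads of tandem copies can be divided between them by the counting, which is not stated.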

In B24 *vs* B12 comparison, there were 30 DEGs (20 up-regulated and 10 down-regulated). There were 34 DEGs (20 up-regulated and 14 down-regulated) in J12 *vs* J0 comparison. 

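In JK3, 29 of the 102 tested SiDREBs were called between 0 and 12 h, 26 up-regulated and 3 down-regulated. Median-ratio scaling gave 21 calls, 15 up-regulated and 6 down-regulated, with 18 shared. The replicate block gave 30 calls and the adjustment over the tested SiDREBs alone 27. SiDREB34 and SiDREB137, which also rose most in B175 together with SiDREB93, had log2 fold changes of 3.66 (standard error 0.25, adjusted p = 8.3e-09 from limma) and 3.60 (standard error 0.49, adjusted p = 1.33e-05). SiDREB87 rose by 2.90 (standard error 0.35, adjusted p = 3.81e-06). The 3 down-regulated genes were SiDREB22 at -1.24 (standard error 0.18, adjusted p = 2.56e-05), SiDREB17 at -1.24 (standard error 0.38, adjusted p = 0.0119) and SiDREB162 at -1.06 (standard error 0.37, adjusted p = 0.0223). Over the settings and the fits that each left out 1 library, SiDREB22 stayed past both limits. The calls of SiDREB17 and SiDREB162 were each lost in at least 1 of them. Their changes went to -0.74 (adjusted p up to 0.0753) and -0.90 (adjusted p up to 0.0843). SiDREB22 had 838.6 ± 150.2 FPKM (SD, n = 3) in J0 and 352.2 ± 55.7 FPKM (SD, n = 3) in J12. SiDREB145, the segmental partner of SiDREB34, changed by 0.58 (adjusted p = 0.0119) and stayed under the fold change limit.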

In J24 *vs* J12 comparison, there were 38 DEGs (17 up-regulated and 21 down-regulated). 

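From J12 to J24, 27 SiDREBs were called, 3 up-regulated and 24 down-regulated. After median-ratio scaling the calls were 7 up-regulated and 11 down-regulated, 18 in all, of which 14 were shared. The replicate block left the count at 27, with the same genes. The up-regulated genes were SiDREB159 with a log2 fold change of 2.83 (standard error 0.64, adjusted p = 0.00179 from limma), SiDREB150 with 1.81 (standard error 0.43, adjusted p = 0.00249) and SiDREB162 with 1.24 (standard error 0.37, adjusted p = 0.0108). The decreases were largest for SiDREB87 at -2.81 (standard error 0.35, adjusted p = 6.89e-06), SiDREB34 at -2.69 (standard error 0.25, adjusted p = 3.57e-07) and SiDREB128 at -2.40 (standard error 0.88, adjusted p = 0.0331). The adjusted p of SiDREB128 reached 0.149 over the settings and the fits that each left out 1 library. SiDREB34 and SiDREB87, which had risen at 12 h, were thus among the genes that fell most by 24 h in both varieties. The 12 h samples lay at the opposite phase of the day from those of 0 and 24 h. This rise and fall is therefore not separated from the time of day.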

Further analysis showed that *SiDREB153* was down-regulated in B12 *vs* B0 comparison while up-regulated in J12 *vs* J0 comparison, indicating that this gene is involved in positively regulating the response of JK3 to saline-alkali stress.

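SiDREB153 (Seita.9G323300, chromosome 9 by its identifier) is described in the expression table as ERF034, and Supplementary Table S2 lists no duplicate of it. In B175 its expression was 16.9 ± 3.52 FPKM (SD, n = 3) in B0, 10.6 ± 2.90 FPKM (SD, n = 3) in B12 and 7.81 ± 2.66 FPKM (SD, n = 3) in B24. These values rest on 467, 491 and 690 fragments in the B0 libraries and on 233, 384 and 395 in the B12 libraries. In JK3 it was 4.77 ± 1.77 FPKM (SD, n = 3) in J0, 16.4 ± 2.70 FPKM (SD, n = 3) in J12 and 4.77 ± 1.15 FPKM (SD, n = 3) in J24. The log2 fold change in B12 vs B0 was -0.65 (standard error 0.28, adjusted p = 0.055 from limma), under the fold change limit, although every B12 library was lower than every B0 library. The exact permutation test of 3 libraries against 3 cannot go below p = 0.1. With median-ratio scaling of the FPKM the change was -1.20 (adjusted p = 0.00295), which passes both limits. With the replicate block the adjusted p was 0.0461 at the same fold change. The log2 fold change in J12 vs J0 was 1.63 (standard error 0.28, adjusted p = 0.000139), and with median-ratio scaling 1.19 (adjusted p = 0.00374). The changes in the 2 varieties differed by 2.28 on the log2 scale (standard error 0.40, adjusted p = 0.00354 from the interaction of variety and time in limma), which stayed between 2.02 and 2.48 with each library left out in turn. At 0 h the gene was lower in JK3 than in B175 (log2 fold change -1.67, standard error 0.28, adjusted p = 0.000494), and at 12 h the levels of the varieties did not differ by the test (0.61, adjusted p = 0.208). In B24 vs B0 the log2 fold change was -1.05 (standard error 0.28, adjusted p = 0.00893), past both limits. In J24 vs J0 it was 0.03 (adjusted p = 0.966). From the decrease in B12 vs B0 and the increase in J12 vs J0, the paper concludes that SiDREB153 acts as a positive regulator in the response of JK3 to saline-alkali stress. The 12 h samples were taken at the opposite phase of the day from those of 0 and 24 h. The changes at 12 h are thus not separated from the time of day.

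**Figure D1:**
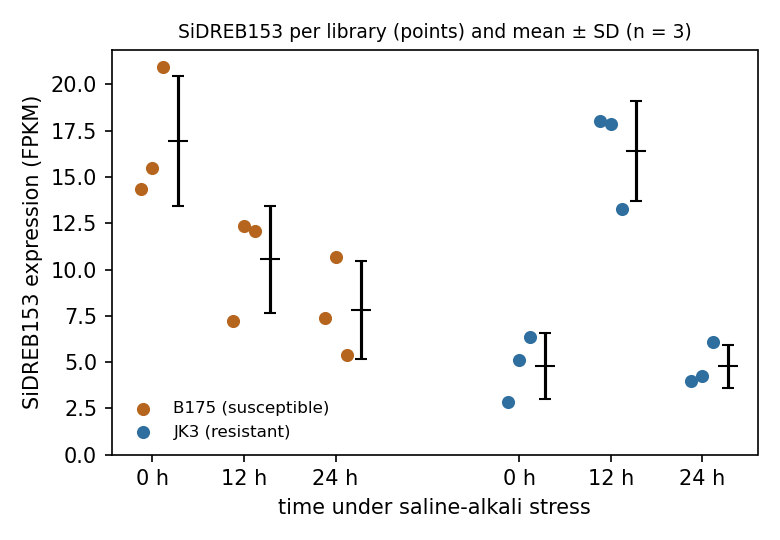
FPKM of SiDREB153 in each library (points) and the mean with its SD (black bars, n = 3) at 0, 12 and 24 h of saline-alkali stress, on a linear axis that starts at 0. B175 falls from a mean of 16.9 FPKM at 0 h to 10.6 FPKM at 12 h, and JK3 rises from 4.77 to 16.4 FPKM and returns to 4.77 FPKM at 24 h.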

**Figure 8:**
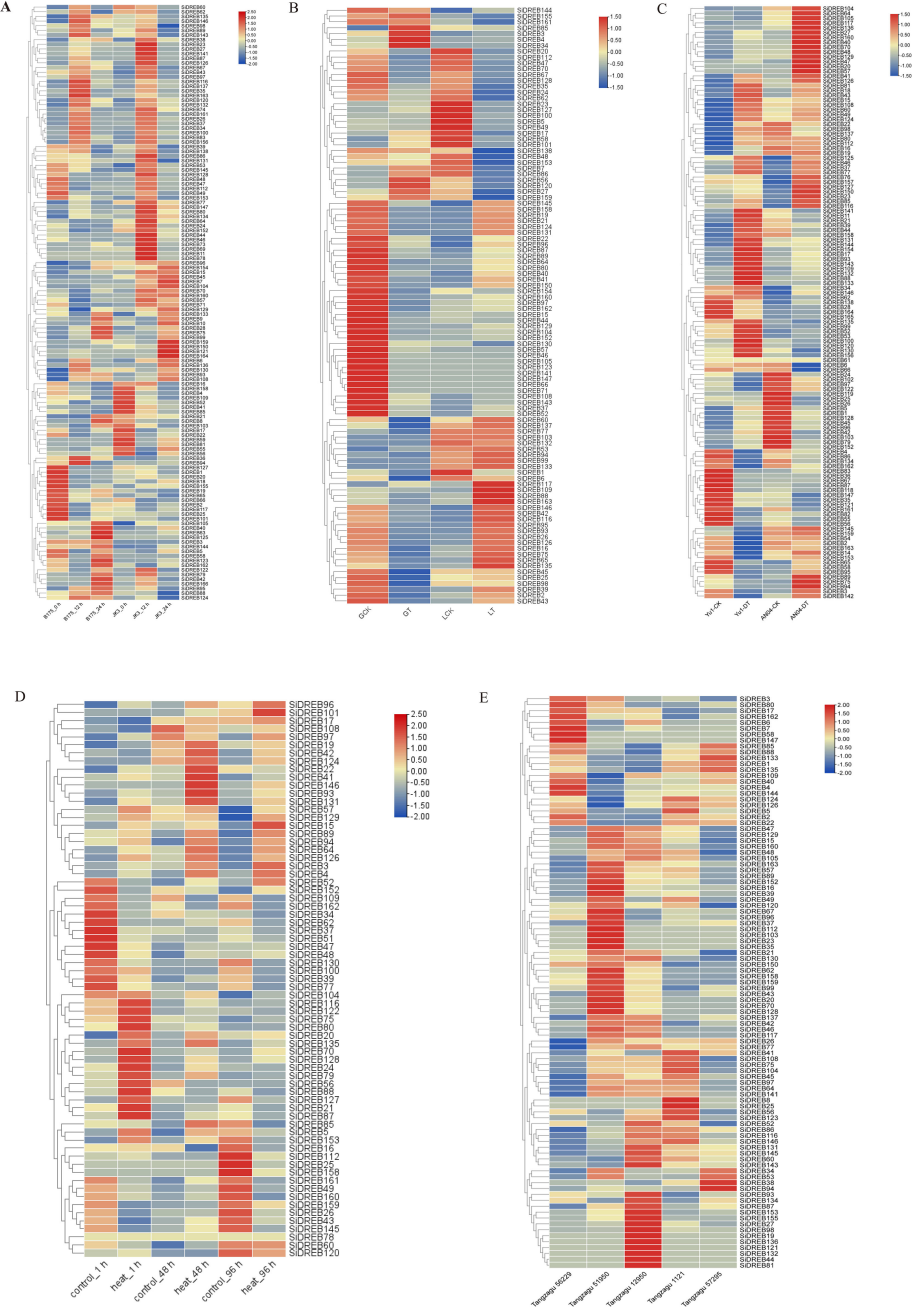
Expression analysis of *SiDREBs* under five abiotic stresses. **(A)** Expression analysis under saline-alkali stress. **(B)** Expression analysis under herbicide stress, in which GT and LG31 represent atrazine-resistant variety GA2 and atrazine-sensitive variety LG31, respectively, and GCK and LCK are control treatments. **(C)** Expression analysis under drought stress. Yu1-DT and AN04-DT represent drought-resistant variety ‘ Yugu1 ‘ and drought-sensitive variety AN04, respectively. Yu1-CK and AN04-CK were control treatments. **(D)** Expression analysis under high temperature stress. **(E)** Expression analysis under shade stress. The expression levels in the figure are average.

Atrazine residue in soil is a main abiotic stress of foxtail millet (Sun et al., 2022). In this study, based on the transcriptome data of known atrazine-resistant variety (Gongai2, GA2) and atrazine-sensitive variety (Longgu31, LG31), we analyzed the expression levels of *SiDREBs* under atrazine stress. A total of 101 expressed *SiDREB* genes were detected (**Figure 8B**, **Supplementary Table S4**). We then analyzed the DEGs (**Supplementary Table S4**). The results showed that compared with the control, there were 35 DEGs (three up-regulated and 32 down-regulated) in GA2 under herbicide stress. Compared with the control, LG31 under herbicide stress exhibited a total of 33 DEGs (12 up-regulated and 21 down-regulated), and *SiDREB15/44/70/128* were down-regulated after herbicide stress in both varieties. Since the herbicide-resistant variety GA2 had a larger number of down-regulated genes than the herbicide-sensitive variety LG31, it could be speculated that *SiDREBs* may play a negative regulatory role under herbicide stress. It is worth noting that *SiDREB56/58* was up-regulated in GA2 and down-regulated in LG31, indicating that these two genes participate in the herbicide stress process through positive regulation. Therefore, these two genes may be candidate genes for herbicide stress.

Foxtail millet has strong drought tolerance and is a model plant for studying stress biology. In this study, we analyzed the expression level of *SiDREBs* under drought stress based on the transcriptome data of drought resistant variety ‘Yugu1’ and drought-sensitive variety AN04. A total of 123 expressed *SiDREB* genes were detected (**Figure 8C**, **Supplementary Table S5**). We then analyzed the DEGs (**Supplementary Table S5**). The results showed that compared with the control, there were 33 DEGs (21 up-regulated and 12 down-regulated) in ‘Yugu1’ after drought stress, and 18 DEGs (13 up-regulated and five down-regulated) in AN04 after drought stress. The expression of *SiDREB55/161* and *SiDREB37/46/109/132* was respectively down-regulated and up-regulated after drought stress in both varieties. In general, it can be speculated that *SiDREBs* play a positive regulatory role in response to drought stress. Because the expression of *SiDREB132* is high under drought stress, it may be a candidate gene for drought stress.

High temperature has a negative impact on plant growth and development, thus threatening global agricultural security. In this study, based on the existing transcriptome data of foxtail millet leaves under high temperature, we analyzed the expression of *SiDREBs* under high temperature stress at different times (1, 48, and 96 h). A total of 68 expressed *SiDREB* genes were detected (**Figure 8D**, **Supplementary Table S6**). The DEGs were also analyzed (**Supplementary Table S6**). The results showed that compared with the control, there were 22 DEGs (13 up-regulated and nine down-regulated) after 1 h of high temperature stress. After 48 h of high temperature stress, there were 12 DEGs (eight up-regulated and four down-regulated). After 96 h of high temperature stress, there were 28 DEGs (13 up-regulated and 15 down-regulated). SiDREB79/93 were up-regulated after 1, 48, and 96 h of high temperature stress, indicating that these two genes play a positive regulatory role in response to high temperature stress. On the contrary, SiDREB37/109 were down-regulated at all the time points. Therefore, the up-regulated *SiDREB79/93* may be candidate genes for high temperature stress.

In order to explore the function of *SiDREBs* under shade stress, the transcriptome data of two shade-tolerant varieties (Tangzagu 56229 and Tangzagu 51950) and three shade-intolerant varieties (Tangzagu 12950, Tangzagu 1121, and Tangzagu 57295) under shade stress were used to analyze the expression of *SiDREBs*. A total of 97 expressed *SiDREB* genes were detected (**Figure 8E**, **Supplementary Table S7**). Differential expression analysis was performed between the shade-tolerant and shade-intolerant varieties (**Supplementary Table S7**). Tangzagu 56229 had 24 DEGs (three up-regulated and 21 down-regulated) relative to Tangzagu 12950, 21 DEGs (seven up-regulated and 14 down-regulated) relative to Tangzagu 1121, and 13 DEGs (eight up-regulated and five down-regulated) relative to Tangzagu 57295. *SiDREB7* and *SiDREB34/77* were respectively up-regulated and down-regulated in the three comparison groups. Tangzagu 51950 had 21 DEGs (11 up-regulated and 10 down-regulated) relative to Tangzagu 12950, 16 DEGs (11 up-regulated and five down-regulated) relative to Tangzagu 1121, and 24 DEGs (18 up-regulated and six down-regulated relative to Tangzagu 57295. *SiDREB16/37/67/152/158* were up-regulated and *SiDREB126/144* were down-regulated in the three comparison groups. Therefore, these up-regulated genes (*SiDREB7/16/37/67/152/158*) may be candidate genes for shade stress.

## 4 Discussion

### 4.1 Characterization of *SiDREBs* during evolution

Based on plant genome sequencing, the DREB gene family has been widely studied in various plants. In this study, we identified a total of 166 *SiDREBs* and analyzed their functions. The number of members in the DREB family varies significantly between greatly species. The number of *SiDREB* family members is greater than that in *Ananas comosus* (Agarwal et al., 2006) and *Glycine max* (Hou et al., 2022), but smaller than that in *Gossypium* (Su et al., 2023) and *Triticum aestivum* (Novillo et al., 2004). These differences may be related to the size of the genome (Buck and Atchley, 2003), and a similar conclusion has been reported in the study of Wang et al (Wang et al., 2025). Subcellular localization prediction revealed that SiDREBs are mainly localized in the nucleus, which is similar to the findings of Mushtaq et al (Mushtaq et al., 2021), confirming that DREB transcription factors mainly play an important role in regulating gene expression (Agarwal et al., 2006). The phylogenetic tree showed that six subfamilies could be distinguished among *SiDREBs*, which is consistent with the classification results in Arabidopsis. The number of members in each subfamily varies greatly among different species. For example, there are 118 members in the A2 subfamily of SiDREBs in this study, accounting for 71% of the total family members, but there are only eight members in the A2 subfamily of Arabidopsis (Sakuma et al., 2002), which only accounts for 14% of the total family members. The reason for this difference may be due to different genetic patterns of plants, which may lead to species specificity in the distribution pattern of members in different subfamilies.

Our results revealed that members in the same subfamily have similar motif structure, number, and distribution, but there were large differences between subfamilies, which leads to different functions of different subfamilies. Differences in motifs are not only related to the formation of branches in the phylogenetic tree, but also responsible for interaction with different protein molecules, which is conducive to DNA binding (Defoort et al., 2018; Maqsood et al., 2022). In addition, functional differences between members of different subfamilies may be due to structural differences between introns and exons, which can also drive the evolution of polygenic families (Rogozin et al., 2003). In this study, most SiDREB family members did not contain introns, and the number of introns varied from 1 to 9, which is consistent with previous studies in plants such as apple (Li et al., 2019), pear (Gong et al., 2019), and grape (Wang et al., 2020). It has been demonstrated that intronless genes play important roles in biological regulation and stress response (Jain et al., 2008). Therefore, it can be speculated that the small number of introns in *SiDREBs* may help to resist stress.

Generally, genome-wide replication events occur in two ways: tandem replication and fragment replication (Maqsood et al., 2022). These two forms of replication are main forces driving plant genome evolution, and can genetic system can be altered by creating new subfamilies (Cannon et al., 2004). In this study, repeated gene analysis of the *SiDREB* family revealed that there were 18 pairs of tandem repeat genes and 21 pairs of fragment repeat genes. Therefore, it can be speculated that fragment repeats and tandem repeats may be the main way for the amplification of the gene family, which is consistent with the results of the *Vitis vinifera* DREB gene family (*VvDREB*) reported by Wanye (Wan, 2023).

The expression pattern of genes are frequently highly correlated with their biological functions, and understanding the expression level of genes can help to infer their functions in plant growth (Ortiz-Lopez et al., 2000). This study found that 166 *SiDREBs* were expressed in leaves, roots, shoots, and panicles of foxtail millet, but the expression levels were different, and most of them were highly expressed in roots and leaves. These results are consistent with the highest expression of Arabidopsis DREB family genes in roots and leaves (Shen et al., 2003). The above results show that *SiDREBs* play important roles in the different growth and development processes of foxtail millet.

### 4.2 *SiDREBs* play an important role in abiotic stress response

By analyzing the *cis*-acting elements of the promoter of *SiDREBs*, gene function can be preliminarily predicted. We found that *SiDREBs* contain a variety of elements related to hormone and abiotic stress responses, and the same result is also studied in the *MnDREBs* of *MorusalbaL* (Wu et al., 2022), indicating that *SiDREBs* play a role in tolerance to adversity of foxtail millet.

DREB is widely involved in reacting to different kinds of stresses such as drought, salt, cold, and high temperature (Xu et al., 2011). In this study, KEGG enrichment results showed that *SiDREBs* were enriched in the MAPK signaling pathway, which has been found to play an important role in abiotic stress signal transduction (Danquah et al., 2014). Therefore, we further explored the response mechanism of *SiDREBs* to five abiotic stresses, including saline-alkali, high temperature, drought, shade, and herbicide. The results showed that the expression levels of most *SiDREBs* changed under some abiotic stresses. We found that *SiDREB153* is involved in the process of saline-alkali stress through positive regulation. Subsequently, we will clone *SiDREB153*, transform it into *Arabidopsis thaliana* and *Setaria italica*, and further study the molecular mechanism for its function by Y2H, Co-IP, EMSA, and ChIP. The expression levels of some genes increased under various stresses, such as *SiDREB80* under drought, saline-alkaline and shade stress, *SiDREB96* under drought and shade stress, *SiDREB135* under drought and high temperature stress, *SiDREB159* under herbicide and saline-alkaline stress. 

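Under saline-alkali stress, SiDREB80 (Seita.4G092200) had 71.9 ± 9.06 FPKM (SD, n = 3) in B0 and 142.0 ± 35.4 FPKM (SD, n = 3) in B12, a log2 fold change of 0.95 (standard error 0.29, adjusted p = 0.00973 from limma). In JK3 it had 122.8 ± 32.1 FPKM (SD, n = 3) in J0 and 251.2 ± 36.7 FPKM (SD, n = 3) in J12, a log2 fold change of 1.05 (standard error 0.29, adjusted p = 0.00577). With median-ratio scaling of the FPKM these changes were 0.36 (adjusted p = 0.305) and 0.57 (adjusted p = 0.112). Its segmental partner SiDREB22 fell by 1.42 on the log2 scale in B12 vs B0 (standard error 0.18, adjusted p = 4.89e-06). SiDREB159 (Seita.9G509400) did not change by the test at 12 h, with log2 fold changes of 0.39 in B175 (adjusted p = 0.623) and -0.42 in JK3 (adjusted p = 0.618), and the change in B175 was -0.12 with median-ratio scaling. Between 12 and 24 h it rose from 9.72 ± 7.01 to 35.0 ± 8.31 FPKM (SD, n = 3 each) in B175. In JK3 it rose from 9.41 ± 2.69 to 86.5 ± 69.2 FPKM (SD, n = 3 each), and both increases were among the calls made for these comparisons. The 3 J24 libraries differed widely, with 166.3, 44.4 and 48.8 FPKM.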

Similar findings have also been reported in other studies. For example, the expression of *DREB* genes in Arabidopsis increased under low temperature, shade, and other stress treatments (Novillo et al., 2004). In addition, the *GmDREB2A* transgenic soybean showed significantly enhanced drought tolerance (Mizoi et al., 2012). Under high temperature stress, the tolerance of *AtDREB2A* transgenic Arabidopsis to heat stress was significantly enhanced (Sakuma et al., 2006). Overexpression of *OsDREB2A* in rice enhanced its tolerance to salt stress without changing its total nutrients (Mallikarjuna et al., 2011). Overexpression of *MtDREB2A* significantly enhanced the tolerance of *Medicago sativa* to salt stress (Chen et al., 2009). Overexpression of *TaDREB3* improved the tolerance of *Triticum aestivum* to high temperature and salt stress (Niu et al., 2020). Therefore, it can be speculated that *SiDREB* genes can enhance the tolerance of foxtail millet to abiotic stress. In this study, the response of *SiDREBs* to abiotic stress was systematically described by analyzing their expression patterns of *SiDREBs* under five abiotic stresses. We found some important SiDREBs that positively (*SiDREB56/58/153*) or negatively (*SiDREB37/109/126/144*) regulate abiotic stress response in foxtail millet. *SiDREBs* were found to be responsive to various abiotic stresses (*SiDREB80/159*). This study lays an important theoretical foundation for further research on *SiDREB* gene function.

## 5 Conclusion

In this study, a total of 166 *SiDREBs* were identified, which were divided into six subfamilies and were unevenly distributed on nine chromosomes. Multiple SiDREBs were localized in the nucleus. *SiDREBs* have tissue-specific expression, with most genes being highly expressed in roots and leaves. *SiDREBs* contain multiple stress responsive elements. Most *SiDREBs* are up-regulated under abiotic stress, and these genes work together to play an important role in abiotic stress response, particularly *SiDREB153*, which was found to play a critical positive regulatory role in the response of foxtail millet to saline-alkali stress.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) (accession number: GSE278652).

How the deposited data were processed for this re-analysis (not part of the article)

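Leaves of seedlings of the foxtail millet varieties B175 (salt-sensitive) and JK3 (salt-tolerant) were sampled at 0, 12 and 24 h of treatment with 75% artificial seawater, with 3 biological replicates per group, and RNA was sequenced. The authors deposited 1 table of FPKM (fragments mapped to a gene, divided by its length and by the mapped fragments of the library) for 29108 genes and 18 libraries, with gene identifiers of the Phytozome v2.2 annotation. The aligner, the counting program and any filter are not named in the paper's text or in the sample records. The paper's methods give an absolute log2 fold change above 1 as the standard for DEGs, after an earlier study, and name no test. All 18 columns were matched to a variety, a time point and a replicate by their names. The group means of the SiDREBs were compared with those of Supplementary Table S3 and differed by a relative 4.54e-06 at most. The other stress and tissue experiments of the paper were not analysed here.

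The whole fragments behind the FPKM were recovered from the steps between the values of each gene, and the fragment totals of the 18 libraries ranged from 34738627 to 38798886. The product of the fragment total and the worth of 1 fragment was the same for all libraries to a relative 1.23e-05. In a test on 3000 simulated genes the recovery returned the simulated fragments for 100% of them. The fragments were used to give the depth behind a value and in alternatives added after the data were seen. They cover counting error and not the spread between plants.

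Genes with a mean FPKM of at least 0.1 over the 18 libraries were tested, 23824 genes and 102 SiDREBs. FPKM were taken to log2 after adding 1 and fitted with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 6 groups and a trend of the variance with the mean level. The comparisons were B12 vs B0, B24 vs B12, J12 vs J0, J24 vs J12, B24 vs B0, J24 vs J0, J0 vs B0 and J12 vs B12, and the interaction of variety and time between 0 and 12 h. Adjusted p values are those of limma with Benjamini-Hochberg adjustment over all genes tested in a comparison, two-sided. A gene was called at a log2 fold change above 1 or below -1 and an adjusted p under 0.05, and in the interaction at an adjusted p under 0.05 alone. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1 and was not used to call genes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

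The calls were tested on simulated data of 25759 genes, of which 22753 passed the filter. Of the 199 tested genes that were changed 4-fold, 92.5% were called, and 1 unchanged gene was called. The median log2 fold change was 1.91 for the raised genes and -1.56 for the lowered genes. A simulated comparison without change gave 0 calls. All simulated libraries were drawn from the mean levels of B0 with the same spread for every gene, and only 200 genes were changed. The simulation had no shift of most genes like that seen at 12 h. It therefore does not test the unscaled calls under such a shift.

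The SiDREBs named in the text were chosen by a rule. They are SiDREB153, SiDREB80 and SiDREB159, which the results and discussion of the paper name for saline-alkali stress, the 3 with the largest positive and the 3 with the largest negative change in each of the paper's 4 comparisons among called genes whose groups did not overlap, every SiDREB called in opposite directions in the varieties at 12 h, the largest change in each direction in B24 vs B0 and J24 vs J0, and the partners of these genes in Supplementary Table S2. Groups of 3 libraries do not overlap by chance in 10% of cases. Genes named outside this rule for their values are marked as chosen after these were seen.

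The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, median-ratio scaling of the FPKM with and without the pseudocount of 0.1, quantile normalization, the replicate number as a block, a fit of the compared groups alone, adjustment over the tested SiDREBs alone, the ratio of mean FPKM without a test, and leaving out each library in turn. The labels do not say whether libraries with the same replicate number belong together, so the correlation of their deviations was computed and the block was an alternative. Added after the data were seen were limma voom on the recovered fragments, the ratio of mean fragments scaled within a comparison, and the alternatives for the SiDREBs highest at 12 h and for the counts by chromosome.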

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

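The tests of the opposite changes of SiDREB153 and the count of library sets for the genes found in B175 replicate 2 were chosen after the results were seen, and the other tests in this part were set down before their results.

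The change from 0 to 12 h differed between the varieties for 16 of the 102 tested SiDREBs by the interaction in limma (adjusted p under 0.05), with 13 changing more upwards in JK3 and 3 in B175. Of the 16, 10 fell in B175 and rose in JK3. When the variety of same-numbered libraries was exchanged in all ways, 2 of the 32 exchanges, the real one included, gave at least 16 SiDREBs. The other exchanged all 3 pairs at 1 time point and gave 22 SiDREBs. It measures a difference between the varieties, not between their changes, and so is not a chance arrangement, and every further exchange gave at most 7. With it the share is not under 0.05. The exchanges pair libraries by their number across varieties, which the values do not bear out (mean correlations -0.05 at 0 h and 0.02 at 12 h), so this count decides little. The scale of the libraries was tested with median-ratio scaling, under which 15 of the 16 stayed past the threshold, so the scale does not account for most of them. At 0 h 13 of the 16 were lower in JK3, and 9 differed between the varieties by adjusted p at 0 h, 5 at 12 h, 1 at both and 3 at neither. The 5 that differ at 12 h leave open whether a different level before the treatment, rather than a different response, lies behind the interaction of the others. With each library left out in turn the count ran from 6 to 16, and the set is sensitive to single libraries.

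SiDREB153 was among them, with a difference between the changes of 2.28 on the log2 scale. A sequence variant of 1 variety against the reference would shift all of its time points alike. The interaction speaks against this (adjusted p = 0.00354), but the gene was singled out for it, so this is not a separate test and leaves a part played by a variant open. If the scale of the libraries lay behind the difference it would shrink after scaling, but under median-ratio scaling it was 2.39. Its level differed between the varieties at 0 h and not by the test at 12 h. Supplementary Table S2 lists no duplicate of it with which reads could be shared. SiDREB19 and SiDREB124 are also described as ERF034, however, and shared reads were not tested. The 12 h samples were taken at the opposite phase of the day from the 0 h samples. The interaction does not separate the stress from the time of day. A response to the stress that differs between the varieties remains a hypothesis, also because the difference was found and tested on the same libraries.

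SiDREB128 and SiDREB48 were called in opposite directions, down-regulated in B12 vs B0 and up-regulated in J12 vs J0. Each of these calls was lost in at least 1 setting or fit that left out 1 library. For SiDREB128 the adjusted p from limma reached 0.125 in B12 vs B0 and 0.216 in J12 vs J0. For SiDREB48 it reached 0.122 and 0.293, and the change in J12 vs J0 went down to 0.84. The differences between the changes were 4.82 for SiDREB128 (standard error 1.24, adjusted p = 0.0324) and 3.13 for SiDREB48 (standard error 0.82, adjusted p = 0.0354). Under median-ratio scaling they were 4.87 and 3.19. SiDREB20, a segmental partner of SiDREB128, and SiDREB47, the tandem partner of SiDREB48, were also among the 16. Reads shared between partners were not tested, and no biological explanation was tested for these genes.

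The paper compares 24 h with 12 h and not with 0 h. In B24 vs B0, 25 SiDREBs were called (13 up-regulated and 12 down-regulated), and among those whose groups did not overlap the largest changes were those of SiDREB93 at 3.75 and SiDREB158 at -3.08. In J24 vs J0, 15 were called (9 up-regulated and 6 down-regulated), and by the same limit the largest changes were those of SiDREB137 at 1.96 and SiDREB158 at -2.95. Over the settings and the fits that each left out 1 library, the adjusted p from limma reached 0.0757 for SiDREB137 and 0.0536 for SiDREB158. With only J24 and J0 in the fit, 1 SiDREB was called. SiDREB159 had a larger change of 2.41 in J24 vs J0, but its groups overlapped. Groups of 3 do not overlap by chance in 10% of cases. In each comparison 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many SiDREBs, which was the real one. A share under 0.05 cannot be reached with 4 splits, so a chance arrangement of the libraries cannot be excluded by this count. The other 9 splits gave at most 1 SiDREB in B24 vs B0 and 0 in J24 vs J0. Same-numbered libraries deviated together in B24 vs B0 (mean correlation 0.20 across genes, and genes are not independent), where the replicate block gave 25 SiDREBs. Whether the varieties differ in these changes was not tested.

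In the 3 libraries of B175 replicate 2, 5 genes had at least 10 fragments while no other B175 library had more than 1. These genes, the limits and the replicate were chosen after the values were seen. They are Seita.1G042700, Seita.3G237800 (a GDSL esterase/lipase), Seita.5G143000 (protodermal factor 1) and Seita.9G471000 and Seita.9G471200 (proline-rich protein 4). Of the 27 sets of 1 B175 library per time point, 1 gave as many such genes, the real one. Material of JK3 in these libraries was tested with genes found in all JK3 libraries and in no other B175 library, of which 0 reached 10 fragments in all 3. Samples made up only of plants of another genotype could also lack genes that the other 6 libraries have, and 0 such genes were found. This count cannot exclude a mix of B175 with other plants, because a mix would keep the genes of B175. More growing tissue was tested with a list of cell division genes, and the replicate 2 library had the highest median at 2 of the 3 time points. At 0 h its median was 0.26, against 0.31 and 0.33 in replicates 1 and 3. At 12 h it was 1.08, against 1.00 and 1.05. At 24 h it was 0.76, against 0.67 and 0.65. The medians lie close together, so this count does not exclude a small share of growing tissue. A difference between the plants or leaves sampled as replicate 2 may remain, and as the replicate was picked for being the most extreme of the 3, the 1 of 27 understates how often chance gives such a set.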

How the results depend on the processing

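The results were recomputed under the alternatives set before the data were examined and under those added later, voom on recovered fragments and the ratio of mean fragments scaled within the comparison, which were chosen after seeing the data. Causes were not tested where none is named. For the changes of single named SiDREBs over all settings, 839 kept their direction and their side of the threshold, 71 were weaker, 19 stronger and 21 reversed.

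The counts of SiDREB DEGs over the settings ran from 35 to 59 in B12 vs B0, from 20 to 48 in B24 vs B12, from 21 to 47 in J12 vs J0 and from 18 to 49 in J24 vs J12. The ratio of mean FPKM alone, without a test, gave 44 in B24 vs B12, 46 in J12 vs J0, 49 in J24 vs J12, 49 in B24 vs B0 and 37 in J24 vs J0, and 9725 DEGs of all genes in B24 vs B12 and 9798 in J24 vs J12. The ratio of mean fragments scaled within the comparison gave 59 in B12 vs B0, 48 in B24 vs B12, 47 in J12 vs J0, 47 in J24 vs J12, 49 in B24 vs B0 and 42 in J24 vs J0. With only the compared groups in the fit, 16 were called in B24 vs B0 and 1 in J24 vs J0. The SiDREBs of the interaction were 10 with no filter on low values and 25 with the adjustment over the tested SiDREBs alone. Across the fits that each left out 1 library, the interaction gave from 6 to 16 SiDREBs, J24 vs J0 from 6 to 15, B24 vs B0 from 18 to 27, B24 vs B12 from 19 to 22, J12 vs J0 from 23 to 32 and J24 vs J12 from 23 to 29.

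SiDREB153 passed both limits in B12 vs B0 at -1.20 with median-ratio scaling, -1.31 with quantile normalization, -1.29 with median-ratio scaling and pseudocount 0.1 and -1.36 with voom. With the ratio of mean fragments, which has no test, it was -1.35 and passed the fold change limit. Its adjusted p ranged from 0.000779 to 0.0722 over the settings, and with each library left out in turn the change ran from -0.77 to -0.42 without a call. The rise in J12 vs J0 ran from 1.03 to 1.82, past both limits in the settings with a test and past the fold change limit in the ratios without one. The interaction of SiDREB153 ranged from 2.28 to 2.63 and was called in each.

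The reversed changes were small or unstable. SiDREB159 in B12 vs B0 was -0.12 with median-ratio scaling, -0.27 with quantile normalization, -0.15 with median-ratio scaling and pseudocount 0.1, -0.20 with voom, -0.088 with the ratio of mean fragments and from -0.11 (without B12 replicate 3) to 0.68 (without B0 replicate 3) across the 6 fits that each left out 1 library. In J12 vs J0 it ran across the leave-one-out fits from -1.01 to 0.46, the last without J0 replicate 2. SiDREB145 in B24 vs B12 was 0.075, 0.12, 0.080, 0.14 and 0.16 under median-ratio scaling, quantile normalization, median-ratio scaling and pseudocount 0.1, voom and the ratio of mean fragments, and in J24 vs J12 0.042, 0.037, 0.044, 0.12 and 0.13. SiDREB153 in B24 vs B12 was 0.11 with quantile normalization and 0.085 with the ratio of mean fragments. SiDREB20 in J24 vs J12 was 0.034 with quantile normalization, and in J12 vs J0 it ran across the leave-one-out fits from -0.0032 (without J0 replicate 1) to 1.08.

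The median change of all genes moved by more than 0.1 under median-ratio scaling, as given at the claim, and the split of the SiDREB DEGs into up-regulated and down-regulated moved with it. At 12 h in B175 there were more up-regulated SiDREBs without scaling and more down-regulated ones with it. Depth limits the 12 SiDREBs with fewer than 10 fragments over all libraries, which were not tested.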

Differences from the paper's values

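The paper's value is given first in each case, and the alternatives named are those set before the data were examined. In B12 vs B0 the paper's 31 down-regulated SiDREBs stand against 17 here. The count was within 1.5 times the paper's with median-ratio scaling (25), quantile normalization (25), median-ratio scaling and pseudocount 0.1 (27) and the ratio of mean FPKM alone (27), and not with the other alternatives. In B24 vs B12 the paper's 20 up-regulated SiDREBs stand against 6, and in J12 vs J0 the paper's 14 down-regulated SiDREBs stand against 3. Only the ratio of mean FPKM alone came within, with 19 and 10. In J24 vs J12 the paper's 17 up-regulated SiDREBs stand against 3, and none of the 16 alternatives came within. Limma voom on recovered fragments, chosen after seeing the values, gave 47 DEGs in B12 vs B0 with 16 up-regulated and 31 down-regulated, which are the paper's counts, and 46 of them are in the paper's list. In J24 vs J12 it gave 16 up-regulated, and in B24 vs B12 15. The ratio of mean fragments scaled within the comparison, also chosen after seeing the values, gave 19 up-regulated in J24 vs J12.

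Of the paper's lists, 33 of 47, 16 of 30, 17 of 34 and 21 of 38 SiDREBs were called here in B12 vs B0, B24 vs B12, J12 vs J0 and J24 vs J12, all in the paper's direction. Other settings called some of those not called here. In B12 vs B0 they were 8 with median-ratio scaling, 8 with quantile normalization, 9 with median-ratio scaling and pseudocount 0.1, 3 with pseudocount 0.1, 6 with the ratio of mean FPKM alone, 1 with the replicate block and 2 with only the compared groups in the fit. In B24 vs B12, J12 vs J0 and J24 vs J12 they were 4, 6 and 6 with pseudocount 0.1, 4, 3 and 4 with median-ratio scaling, 5, 4 and 7 with quantile normalization, 5, 7 and 9 with median-ratio scaling and pseudocount 0.1, and 8, 9 and 7 with the ratio of mean FPKM alone. The settings chosen after seeing the values called 13, 8, 8 and 13 of them in the 4 comparisons (voom) and 12, 14, 13 and 13 (ratio of mean fragments).

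Of 36 log2 fold changes compared with Supplementary Table S3, 12 differed, and 0 had another sign. A gap counts as closed when a value is no further from the paper's than the replicate SD of the difference, the square root of the summed variances of the compared groups in log2(FPKM + 1), so the width allowed differs between genes and comparisons. For SiDREB162 it is 0.88 in B24 vs B12, 0.49 in J12 vs J0 and 0.23 in J24 vs J12. For SiDREB153 in B12 vs B0 the paper's value is -1.35 and the value here -0.65. Median-ratio scaling (-1.20), quantile normalization (-1.31) and median-ratio scaling and pseudocount 0.1 (-1.29) closed the gap and called the gene, the other alternatives set before did not, and voom (-1.36) and the ratio of mean fragments (-1.35), chosen after seeing the values, did. For SiDREB137 in B12 vs B0 the paper's 5.74 stands against 4.57, closed by pseudocount 0.1 (6.17) and by median-ratio scaling and pseudocount 0.1 (5.63). For SiDREB154 in B24 vs B12 the paper's 2.79 stands against 1.74, and for SiDREB162 the paper's 3.31 against 1.65. Both gaps were closed by pseudocount 0.1 (2.54 and 2.83), by median-ratio scaling and pseudocount 0.1 (2.91 and 3.15) and by the ratio of mean FPKM alone (2.28 and 2.79). For SiDREB162 the paper's -3.38 in J12 vs J0 stands against -1.06 and its 3.54 in J24 vs J12 against 1.24, and none of the 15 alternatives closed either gap. The nearest was the ratio of mean FPKM alone, with -2.82 and 3.03. For SiDREB22 the paper's -2.07 in B12 vs B0 stands against -1.42, its -1.81 in J12 vs J0 against -1.24 and its 1.01 in J24 vs J12 against 0.50. Median-ratio scaling (-2.01, -1.73 and 0.92) and median-ratio scaling and pseudocount 0.1 (-2.01, -1.73 and 0.93) closed these gaps. For SiDREB2 in B12 vs B0 the paper's -3.22 stands against -0.89, closed by median-ratio scaling and pseudocount 0.1 (-2.73). For SiDREB161 the paper's -1.67 in B24 vs B12 stands against -1.06, closed by pseudocount 0.1 (-1.99) and by median-ratio scaling and pseudocount 0.1 (-1.61). In J24 vs J12 the paper's -1.60 stands against -1.10, closed by median-ratio scaling and pseudocount 0.1 (-1.63). The alternatives set before that are not named at a gap left it open. Of the settings chosen after seeing the values, the ratio of mean fragments closed all 12 gaps (for SiDREB162 -3.38 in J12 vs J0 and 3.54 in J24 vs J12) and voom 11, all but that of SiDREB162 in J24 vs J12 (3.79; -3.53 in J12 vs J0).

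The paper places the greatest number of SiDREBs on chromosome 1, and by the identifiers of its Supplementary Table S1 chromosome 2 holds 28 and chromosome 1 27. The paper's conclusion describes the family as mainly induced by abiotic stress, and under saline-alkali stress this depended on the comparison. Up-regulated were 26 of the 29 SiDREB DEGs in J12 vs J0 (15 of 21 with median-ratio scaling) and 21 of 38 in B12 vs B0 (13 of 38 with scaling). At 24 h against 0 h, 13 of 25 were up-regulated in B175 and 9 of 15 in JK3, without scaling. Between stressed time points, 6 of 21 were up-regulated in B24 vs B12 (10 of 22 with scaling) and 3 of 27 in J24 vs J12 (7 of 18). The paper names SiDREB153 alone as down-regulated in B12 vs B0 and up-regulated in J12 vs J0. In its own Supplementary Table S3 this holds for 4 SiDREBs, SiDREB46, SiDREB112, SiDREB128 and SiDREB153. Here it held by both calls for SiDREB48 and SiDREB128, although these calls were lost in other settings or fits that left out 1 library. The fall of SiDREB153 in B12 vs B0 was not called. SiDREB46 and SiDREB112 are named because the paper's table lists them, after their values were seen.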

Other observations

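The tests of the fold changes of Supplementary Table S3 and of the share of SiDREBs called were chosen after the results were seen, and the other tests in this part were set down before their results.

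For the comparisons made in the paper, splits of the 6 libraries that part all 3 same-numbered pairs were counted. In each of B12 vs B0, B24 vs B12, J12 vs J0 and J24 vs J12, 1 of the 4 such splits, the real one, gave as many SiDREB DEGs, and 1 of 4 gave as many DEGs of all genes. With 4 splits a share under 0.05 cannot be reached. Over the other 9 splits of each comparison, the most SiDREBs called were 0 in B12 vs B0, 1 in B24 vs B12, 0 in J12 vs J0 and 0 in J24 vs J12, and the most genes 2, 39, 1 and 0. The other 6 of the 10 splits part 1 same-numbered pair.

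The median change of all genes at 12 h was above 0 in both varieties, and the most abundant genes took a smaller share of the fragments then. A few genes taking most of the counts was tested by taking out the 100 genes of highest mean FPKM and rescaling the libraries. The median change went from 0.43 to 0.29 in B175 and from 0.37 to 0.25 in JK3. These genes thus account for less than the larger part of the shift by the limit set for the test. A rise of many genes, or a change of composition spread over more genes, may remain, and the FPKM cannot separate them.

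By 24 h expression had moved back towards 0 h. The median absolute log2 change of all genes was 0.74 at 12 h and 0.40 at 24 h against 0 h in B175, and 0.62 and 0.31 in JK3. The plants were kept in 12 h of day and 12 h of night, so the 12 h samples were taken at the opposite phase of the day from the 0 and 24 h samples. Time of day was tested with 10 morning and 9 evening clock genes listed before their values were looked at. The median change of the morning genes minus that of the evening genes was -3.35 in B175 and -2.52 in JK3 at 12 h. Of the morning genes 8 of 10 lay below the median change of all genes in B175 and 6 of 10 in JK3, and of the evening genes 7 of 9 and 8 of 9 lay above it. The time of day may contribute to the changes at 12 h, those of SiDREBs included. It cannot be separated from the stress, since the 18 libraries hold no separate water-treated samples of the same times.

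The fold changes listed in Supplementary Table S3 were compared with ratios of the values here. The median absolute difference, at the largest of the 4 comparisons, was 0.00162 from ratios of mean fragments scaled by size factors of the compared libraries, and 0.676 from ratios of the FPKM in the same table. The fold changes of the table are thus in keeping with fragments scaled between the libraries of each comparison and not with the FPKM beside them.

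In the 4 comparisons made in the paper, the count of called SiDREBs lay within the spread of matched random lists of genes. The share of SiDREBs called was slightly above that of all genes in J24 vs J12 (26.5% and 26.0%). It was below it in B12 vs B0, B24 vs B12 and J12 vs J0. Among 10000 random lists of genes matched on mean FPKM, the count of called SiDREBs lay at percentile 65.7 in B12 vs B0, 15.4 in B24 vs B12, 37.7 in J12 vs J0 and 69.1 in J24 vs J12. Matched lists were not drawn for the other comparisons. There the share of SiDREBs called was larger than that of all genes in B24 vs B0 (24.5% and 16.2%), J24 vs J0 (14.7% and 7.42%), J12 vs B12 (13.7% and 6.35%) and the interaction (15.7% and 5.87%). It was smaller in J0 vs B0 (11.8% and 12.8%). The 15 duplicate pairs of Supplementary Table S2 with both members tested did not change more alike at 12 h than random pairs. The permutation p (one-sided) of their median absolute difference was 0.403 in B175 and 0.351 in JK3.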
